A study of Sceloporus occidentalis with 45 samples. Its data were reported in "Multiple environmental stressors induce complex transcriptomic responses indicative of phenotypic outcomes in Western fence lizard" (2018).

How the data were processed

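The data come from custom 1-colour Agilent arrays hybridized with the liver RNA of male Western fence lizards in an assay that combined TNT dosing with malaria infection. According to the methods of the study, the authors labelled 500 ng of total RNA per lizard and hybridized 6 lizards per treatment, spread over 2 hybridization events as randomized blocks, and left out arrays that had been compromised. The files analysed here hold 45 arrays in 8 groups of 5 or 6. Groups and replicate numbers were taken from the sample labels. The genome of the species was not used here, and targets carry the contig names and protein descriptions of the array design.

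Per the file headers, the authors extracted the spots with Feature Extraction version 10.7.3.1, while their methods name another version. The deposited array files give for each spot a processed intensity on a linear scale, which the software had corrected for background and for trends within the array, and raw intensities of the spot and its surroundings. They also hold marks for spots that are well above background, saturated or outliers, which the deposited files code as 0 or 1. No normalization between arrays had been applied to them. The deposited series table holds log2 values. Set against the array files, it equals the log2 processed signal minus the 75th percentile of each array and minus the median of each spot, with a median absolute difference of 0.000139. The difference was 0.129 from quantile-normalized values centred the same way. The methods state quantile normalization with a median baseline in GeneSpring, so the deposited table does not hold the values those methods describe. The methods further name a 2-way analysis of variance with Benjamini-Hochberg correction and a 1.5-fold minimum.

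For the main results, the processed intensities were put on a log2 scale and quantile-normalized over the 60000 spots of lizard probes, as in the methods of the study. The 1319 control spots per array were left out, and so were spots marked as outliers. The 2 copies of a probe were averaged, which left 72 values of 71 probes missing. Probes well above background on at least 5 arrays were tested, which kept 29459 of 30000 probes and 15305 of 15390 targets. Of the targets, 14610 have 2 probes and 780 have 1. Each probe was tested on its own, and the named targets are given by the probe with the highest mean signal, with other probes where they differ. No scaling moved the median of all probes by as much as 0.1 between groups (0.016 for quantile, 0.060 for the 75th percentile and 0.012 for normexp values).

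The 8 group means were fitted with limma 3.58.1 in R 4.3.3 (with version 1.17.8 of data.table), with moderated variances. The TNT main effect and the interaction were F tests over 3 contrasts, and the malaria main effect and the pairs of groups were single contrasts. All 45 arrays entered each fit, so that the groups share an estimate of the spread. A probe passed at a Benjamini-Hochberg adjusted p of 0.05 or less over all probes together with a change of at least 1.5-fold. Adjusted p-values in the report are from limma, and all tests are two-sided. The counts at an unadjusted p under 0.05 and those of the plain fit without moderation, which is the 2-way analysis named in the methods, are given beside them. Targets that the study discussed formed 3 lists, called TNT-raised, TNT-lowered and malaria immune, and a pair set under both stressors. All probes of a list were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The agreement of profiles was tested with 99 random exchanges of arrays among doses or infection states. For each target, the number of arrays with a direction is the number at TNT 20 that lie beyond the mean of the dose 0 group of their infection state, or of infected arrays beyond the mean of the non-infected group of their dose.

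The named targets, tests, groups and processing alternatives were chosen before the data were examined. The rule for naming was to give every target of these lists, and for each main effect and the interaction the 5 passing probes with the largest change, of which there were none. All 8 group means were to be given for chitotriosidase, cathepsin D, apolipoprotein A-I, LAT2 and BLNK. The plan was to find targets by protein accession. The files analysed here give descriptions without accessions, so targets were matched by the text of the description. A target named as interleukin 2 receptor was left out because it could not be matched with certainty. The only such description on the array names the gamma chain, and the study gives no chain. Alternatives were the 75th percentile in place of quantile normalization, normexp background correction with an offset of 50, the deposited series table, no filter on dim probes or only the 17379 probes well above background on all arrays, slide, scan date or replicate number as a block, array weights, 1 value per target, variances with trend and robust estimation, only the 2 groups compared, no fold minimum, and leaving out each array in turn. After the data were seen, further settings were added. These were the row of the slide as a block, and leaving out or blocking 2 sets of arrays, the 4 in the second row of slide 5 and the 6 with the most probes above background. The contrast of TNT 20 against dose 0 averaged over infection, a list of antioxidant and pentose phosphate enzymes, and the interaction of the immune list were also added then.

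The scripts were tested on simulated data with the real means, spreads and group sizes over 29388 probes. Of 100 planted 2-fold changes and 100 planted 4-fold changes, the TNT main effect found 46 and 90, with 7 calls outside them. The contrast of TNT 20 against dose 0 in non-infected lizards found 17 and 67, with 9 calls outside, and the averaged contrast 44 and 85, with 7. No probe was called for malaria or the interaction, where none had been changed. A smaller shift was also planted in the TNT-raised list, whose probes were left out of the calls outside. The simulated noise was independent between probes and arrays and held no slide effects. The calls outside therefore do not give the rate of false calls on the real arrays. There, random exchange of doses passed up to 414 probes for TNT 20 in non-infected lizards. The number of arrays limits the precision of all values given here.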

Results

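Transcript levels were measured in the livers of male Western fence lizards (Sceloporus occidentalis), a small North American lizard used as a reptile model in toxicology. The animals received daily oral doses of the explosive trinitrotoluene (TNT), or the corn oil that carried it, and were either infected with malaria or left non-infected. The assay lasted 30 days. The doses were 0, 5, 10 and 20 mg/kg/d, so that dose and infection formed 8 groups. Each of the 45 arrays held the RNA of 1 lizard. The Infected-0, Infected-5, Infected-20, Non-Infected-5 and Non-Infected-20 groups had 6 arrays each, and the Infected-10, Non-Infected-0 and Non-Infected-10 groups had 5 each. In all, 23 arrays came from infected and 22 from non-infected lizards. Each array carried 30000 lizard probes in 2 copies for 15390 assembled transcripts, here called targets. Of these probes, 29459 were tested and 541 were left out as too dim.

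The arrays differed in brightness. The 75th percentile of the processed signal ranged from 620.2 to 3191 intensity units per array, with a median of 1042. Between 20303 and 29746 of the 30000 probes were well above background on an array, which is 67.7% to 99.2%, and the median array had 24220. No spot was saturated on any array, and 1 to 870 spots per array carried an outlier mark. After normalization, the median SD between the 2 copies of a probe on an array was 0.26 on the log2 scale, and the median SD between arrays of a group was 0.64. The number of arrays per group therefore limited the precision more than the spots did. The median correlation between arrays was 0.937 within a group, with a lowest value of 0.860, and 0.942 between groups. The first 3 principal components held 23.2%, 11.3% and 8.35% of the variance. The arrays lay on 7 slides of 3 to 8 arrays and 2 to 6 groups, and were scanned on 2 dates, with 39 arrays on the first and 6 on the second. Slide and scan date were both fitted as blocks. The hybridization events that the study used as blocks could not be fitted, because the files do not say which arrays belong to which. Values with slide as a block are given beside the results.

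**Figure D1:**
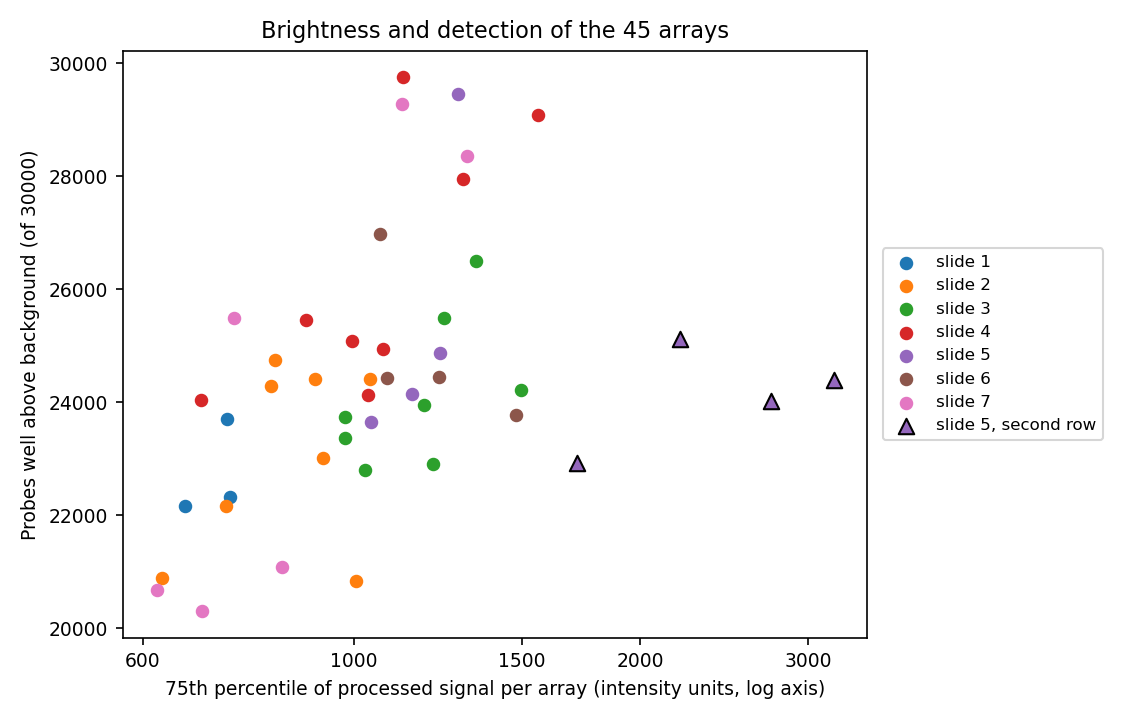
Each point is 1 of the 45 arrays, with the 75th percentile of its processed signal in intensity units on a log axis and the number of probes well above background, of 30000, on the other axis; colours mark the 7 slides. The 4 arrays in the second row of slide 5 (triangles) lay at 1717 or above, and the other 41 arrays at 1561 or below.

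The first question was whether dosing with TNT changed liver transcript levels across the infection states. With limma, no probe had an adjusted p of 0.05 or less and a change of at least 1.5-fold in the TNT main effect over the 3 doses, and the smallest adjusted p was 0.0606. At an unadjusted p under 0.05 there were 2425 probes, where 1473 would be reached by chance, and the plain 2-way fit passed 3. The alternative that moved this count most, the row of the slide as a block, passed 120 probes, and was chosen after the data were seen. The count was 0 with slide as a block. Leaving out 1 array gave 0 to 36 probes, the highest without Non-Infected-20 replicate 1.

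Each dose was then set against dose 0 within an infection state. In non-infected lizards, limma passed 0 probes at TNT 5 and 0 at TNT 10, with 2141 and 974 probes at an unadjusted p under 0.05 and 0 by the plain fit at both doses. At TNT 20 it passed 4 probes, all lower than at dose 0, with 3453 probes at an unadjusted p under 0.05, of which 1475 were higher and 1978 lower. The plain fit passed 52. The count depended on the arrays and the fit. It was 692 with array weights, 1 with slide as a block and 0 when only the 2 groups compared were fitted. It ranged from 1 without Non-Infected-0 replicate 5 to 130 without Non-Infected-20 replicate 3. In infected lizards limma passed 0 probes at TNT 5, 10 and 20, with 771, 889 and 1723 probes at an unadjusted p under 0.05, and the plain fit passed 0 at each dose. At TNT 20 the smallest adjusted p was 0.346, and 3 probes passed without Infected-0 replicate 4.

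The 4 probes lowered at TNT 20 in non-infected lizards belonged to 3 targets and are named because they were few, after their values were seen. The probe CUST_33578_PI425224029 for a target similar to Nck-associated protein 5 (contigs-24499) changed by -3.02 ± 0.516 (SE) on the log2 scale, with an adjusted p of 0.011. Its 6 arrays at TNT 20 reached at most 10.13, and its 5 arrays at dose 0 lay at 11.30 or above. The probe CUST_11794_PI425224029 for a target similar to hyaluronan binding protein 2 (contigs-33539) changed by -1.67 ± 0.294, with an adjusted p of 0.0138, and all 6 dosed arrays lay below the 5 undosed ones (highest 11.76, lowest 11.80). Both probes for a target similar to KIAA0351 (contigs-17860) were among the 4. CUST_31565_PI425224029 changed by -1.44 ± 0.210, with an adjusted p of 0.000883, and CUST_31566_PI425224029 by -1.32 ± 0.237, with an adjusted p of 0.0138. Again no array at TNT 20 reached the lowest array at dose 0. In infected lizards the changes of the 4 probes, in the order given, were -0.86, -0.38, -0.10 and 0.11, and none had an adjusted p of 0.05 or less. The difference between the infection states had a smallest adjusted p of 0.590 over all probes, so it was not shown at the threshold for any of the 4. Unadjusted, the p of this difference was 0.00426, 0.00311, 4.01e-05 and 8.22e-05 by limma, in the same order. The probes had been chosen for their change in non-infected lizards, which favours small unadjusted values.

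A single contrast of TNT 20 against dose 0, averaged over the infection states, was added after the data were seen. It passed 149 probes, 82 higher and 67 lower, with a smallest adjusted p of 0.0062 and 3811 probes at an unadjusted p under 0.05. The plain fit passed 169. No probe passed with slide as a block, and 910 did with array weights. Leaving out 1 array gave 22 probes without Non-Infected-0 replicate 5 and 386 without Non-Infected-20 replicate 1. Named after their values were seen, probes among those with the smallest adjusted p were for thioredoxin reductase 1 (1.95, adjusted p 0.0124), NADP-dependent leukotriene B4 12-hydroxydehydrogenase (2.77, adjusted p 0.0124), peroxiredoxin 1 (1.83, adjusted p 0.0124) and 6-phosphogluconate dehydrogenase (1.41, adjusted p 0.0124) on the higher side. On the lower side were probes for the targets similar to Nck-associated protein 5 (-1.94, adjusted p 0.0124) and KIAA0351 (-0.77, adjusted p 0.0131). A probe for limbic system-associated membrane protein was also lower (-2.96, adjusted p 0.0155). These names are a selection and not a ranking. The smallest adjusted p, 0.0062 and 0.0115, belonged to 2 probes of a hypothetical protein (0.83 and 0.81). A probe similar to platelet phosphofructokinase (0.84) also had 0.0124.

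Lists of targets that the study discussed were tested next, to ask whether they moved together. The study chose these targets partly on the same arrays, so that their counts are not independent evidence. The TNT-raised list held 15 targets with 37 probes. Its median log2 change at TNT 20, averaged over the infection states, was 0.52 and its mean 0.72, and 33 probes were higher. The camera test with a preset correlation gave p = 2.0e-14, camera with an estimated correlation 0.00126 and fry 2.82e-05. The setting that moved this median most was chosen after the data were seen. It left out 2 sets of arrays, the 4 in the second row of slide 5 and the 6 with the most probes above background, and gave 0.69. With slide as a block the median was 0.44. The TNT-lowered list held 4 targets with 35 probes, 25 of them for apolipoprotein B. Its median was -0.44, all 35 probes were lower, and the 3 tests gave 5.57e-17, 0.00876 and 0.000612. With slide as a block the median was -0.37. The preset calls of both lists therefore held under fry and under the estimated correlation.

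By the probe with the highest mean signal per target, all 15 TNT-raised targets were higher at TNT 20, with log2 changes from 0.08 to 2.88. EPB41L2, which the study assigns to a class of cytoskeletal proteins of red blood cells, was the lowest of them. It reversed to -0.10 with slide as a block. Of the 15, 6 had an adjusted p of 0.05 or less when adjusted over the list alone and 1 over all probes. All 4 TNT-lowered targets were lower, 1 of them past the threshold when adjusted over the list alone and 0 over all probes by limma. Another probe passed over all probes where the brightest did not for coagulation factor IX (-0.60, adjusted p 0.0449) and, among the TNT-raised targets, for ubiquitin specific protease 4 (0.81, adjusted p 0.0484) and chitotriosidase (4.81, adjusted p 0.0154). None of the 3 passed with slide as a block (adjusted p 0.215, 0.287 and 0.169). Dimmer probes went the other way for 3 of the TNT-raised targets, CNDP dipeptidase 2 (-0.52 by both probes of another contig), EPB41L2 (-0.10 by 1 probe) and peroxisome proliferative activated receptor gamma (-0.05). For the last, the study reported a rise at low and intermediate doses and not at the top one. Averaged over infection, its brightest probe changed by 0.10 ± 0.186 (SE) at TNT 5 and by 0.54 ± 0.195 at TNT 10. Its TNT main effect had an adjusted p of 0.592 by limma. EGLN3, a hypoxia-inducible enzyme, changed by 2.88 ± 0.740 (adjusted p 0.055, higher in 10 of 12 arrays). The proteasome alpha 5 subunit changed by 0.73 ± 0.179 (adjusted p 0.0452, higher in 11 of 12 arrays), and with slide as a block by 0.66 with an adjusted p of 0.219. Coagulation factor IX changed by -0.49 ± 0.147 (adjusted p 0.0998, lower in 11 of 12 arrays). Apolipoprotein A-V changed by -1.49 ± 0.765 (adjusted p 0.412, lower in 10 of 12 arrays).

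**Figure D2:**
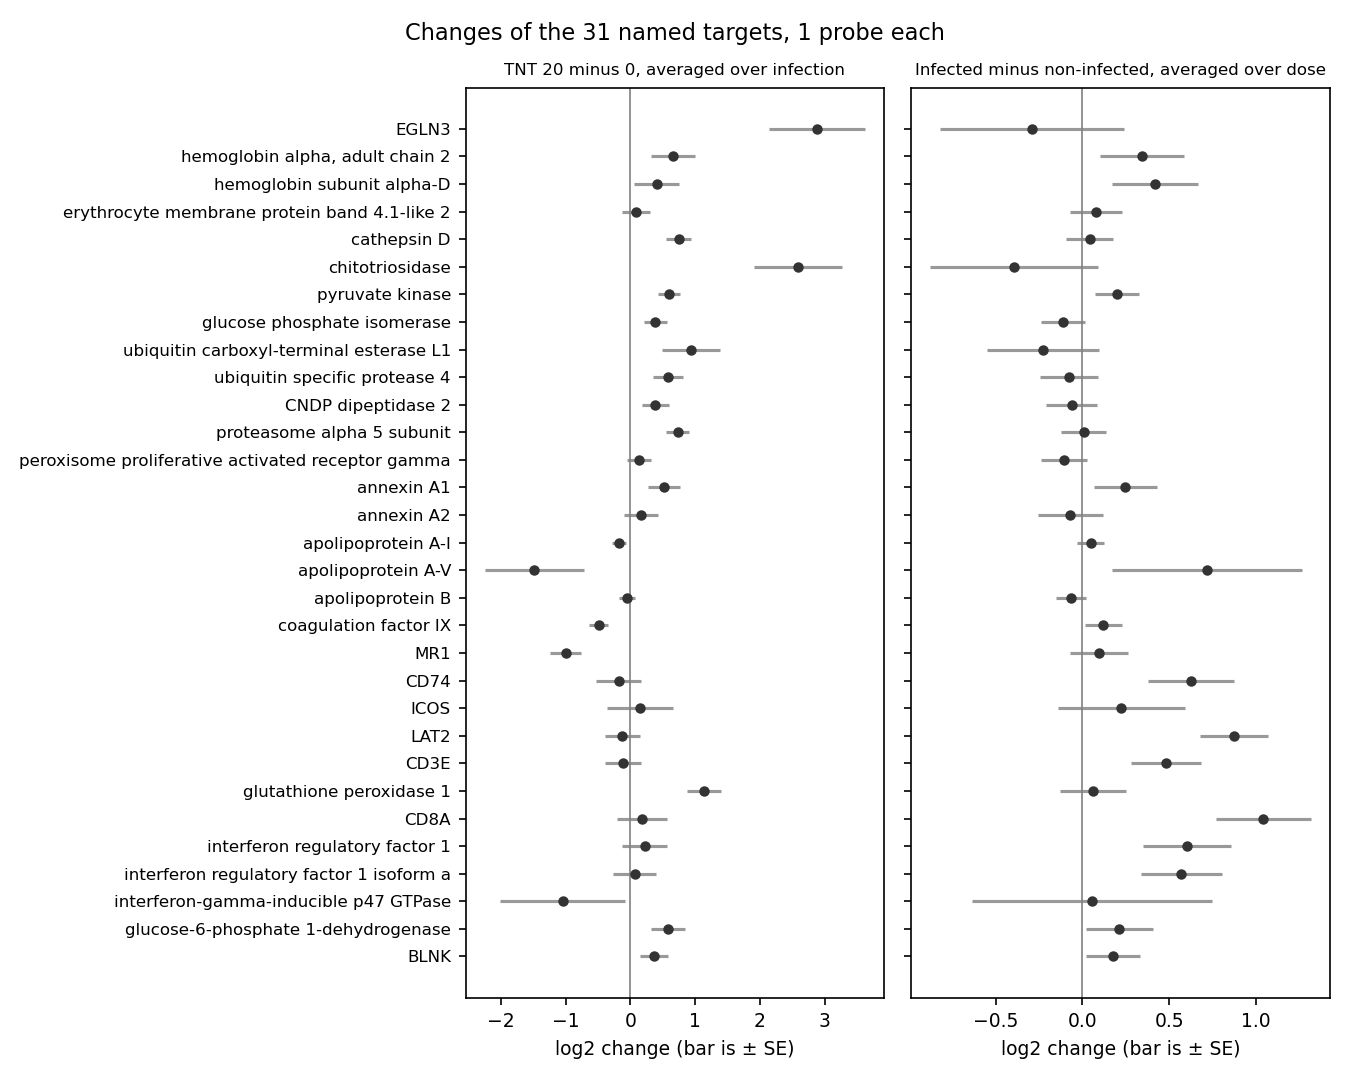
Log2 changes of the named targets, by the probe with the highest mean signal of each, for TNT 20 against dose 0 averaged over infection (left) and for infected against non-infected lizards averaged over dose (right); points are limma estimates and bars are ± SE. EGLN3 at 2.88 had the highest change under TNT, and CD8A at 1.04 under malaria.

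Chitotriosidase (contigs-3423) had 2 probes. By the brighter one, the mean log2 signal in non-infected lizards was 6.54 ± 0.496 (SD, n = 5) at dose 0, 9.05 ± 1.79 (n = 6) at TNT 5, 8.46 ± 1.88 (n = 5) at TNT 10 and 9.09 ± 2.00 (n = 6) at TNT 20. In infected lizards it was 6.31 ± 2.04 (n = 6), 8.06 ± 2.09 (n = 6), 8.28 ± 0.896 (n = 5) and 8.93 ± 1.12 (n = 6) at the same doses. The change at TNT 20 averaged over infection was 2.59 ± 0.675 (SE), or 6.02-fold, with an adjusted p of 0.0598, and 11 of 12 arrays were higher. It was 2.15 with slide as a block, with an adjusted p of 0.285. The other probe, which was well above background on 32 arrays against 42, gave 4.81 ± 0.934, or 28.1-fold, with an adjusted p of 0.0154 (0.169 with slide as a block), and 12 of 12 arrays were higher. At dose 0 the brighter probe was well above background on 8 of 11 arrays and the other on 4 of 11, so the folds are uncertain. Malaria changed the brighter probe by -0.39 ± 0.483.

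Cathepsin D (contigs-21272) had a mean log2 signal of 9.65 ± 0.435 (SD, n = 5), 9.95 ± 0.424 (n = 6), 10.60 ± 0.583 (n = 5) and 10.28 ± 0.218 (n = 6) at doses 0, 5, 10 and 20 in non-infected lizards. In infected lizards it was 9.83 ± 0.283 (n = 6), 10.34 ± 0.484 (n = 6), 9.80 ± 0.678 (n = 5) and 10.69 ± 0.406 (n = 6). Averaged over infection, TNT 20 changed it by 0.75 ± 0.192 (adjusted p 0.055), and 12 of 12 arrays were higher. At TNT 10 its change was 0.95 ± 0.290 (adjusted p 0.986) in non-infected and -0.03 ± 0.277 (adjusted p 1) in infected lizards. Apolipoprotein A-I (contigs-42959) lay between 16.92 ± 0.317 (n = 6) in the Infected-20 group and 17.16 ± 0.271 (n = 6) in the Infected-0 group. Its other 6 group means were 17.08 ± 0.107 (n = 5), 16.96 ± 0.315 (n = 6), 17.12 ± 0.137 (n = 5) and 16.95 ± 0.135 (n = 6) in non-infected lizards at doses 0, 5, 10 and 20, and 17.15 ± 0.179 (n = 6) and 17.07 ± 0.0892 (n = 5) in infected lizards at doses 5 and 10. TNT 20 changed it by -0.18 ± 0.108 (adjusted p 0.505, lower in 8 of 12 arrays), and all 6 probes of the target were lower, from -0.56 to -0.18.

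**Figure D3:**
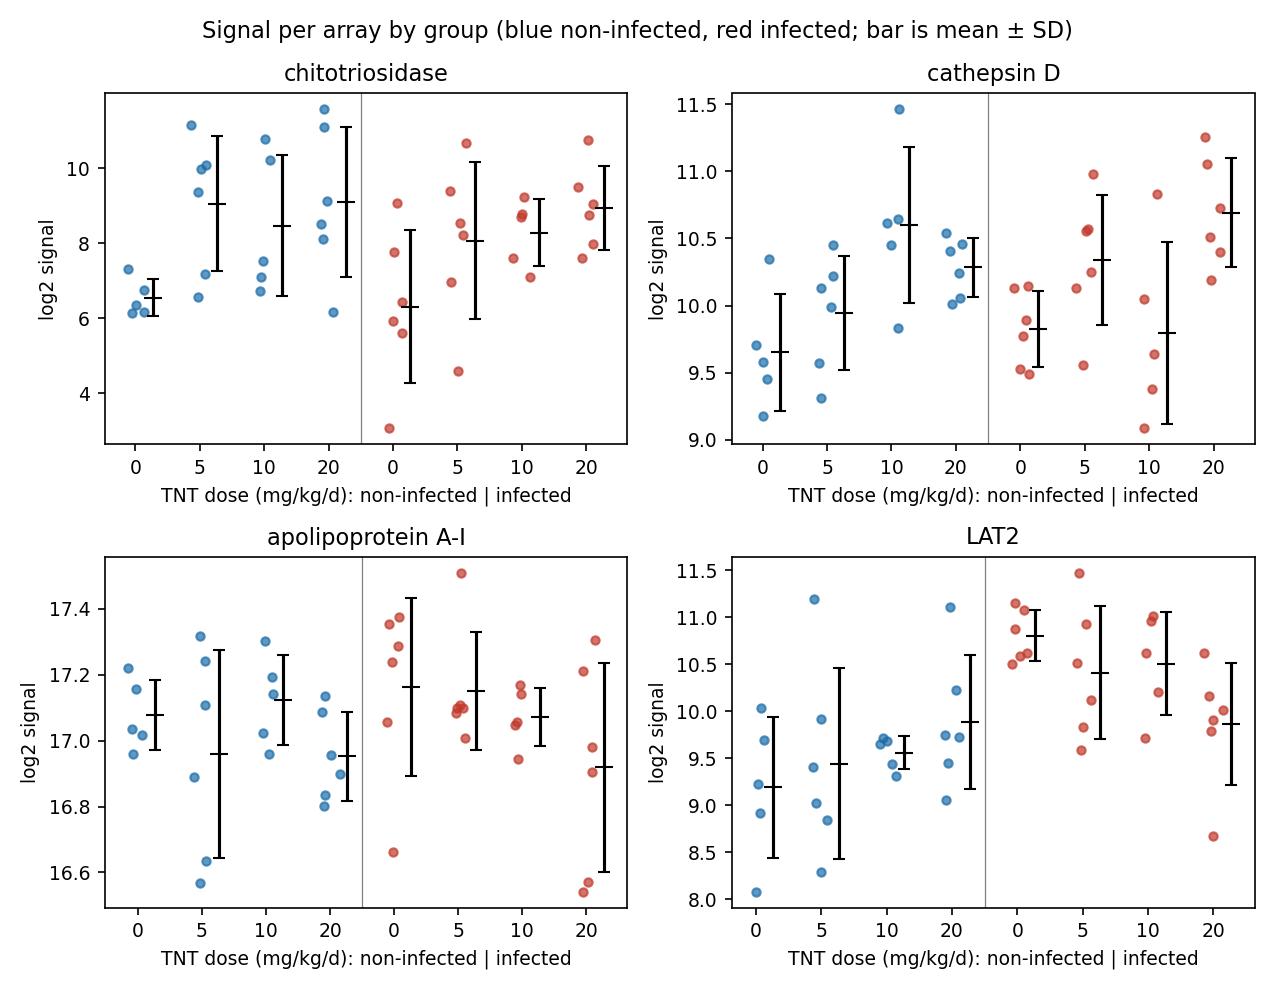
Normalized log2 signal of each array (points) against TNT dose in mg/kg/d for 4 targets, with non-infected lizards on the left of each panel in blue and infected lizards on the right in red; bars are the group mean ± SD. Chitotriosidase had group means of 6.54 and 6.31 at dose 0 and of 9.09 and 8.93 at TNT 20, and LAT2 of 9.19 in undosed non-infected and 10.80 in undosed infected lizards.

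The second question was whether malaria infection changed liver transcript levels. Averaged over the doses, limma passed 0 probes, with a smallest adjusted p of 0.949, 639 probes at an unadjusted p under 0.05 and 0 by the plain fit. At doses 0, 5, 10 and 20 it again passed 0 probes, with 882, 1490, 888 and 1523 probes at an unadjusted p under 0.05 and 0 by the plain fit at each dose. None of the planned or added settings over all arrays moved these counts from 0, slide as a block included. At TNT 20, 1 probe passed without Infected-20 replicate 1.

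The malaria immune list held 13 targets, of which 12 were found, with 28 probes. Under malaria, averaged over the doses, its median log2 change was 0.22 and its mean 0.37, and 24 probes were higher. Camera with a preset correlation gave p = 5.88e-17, with an estimated correlation 0.0052, and fry 0.0136. Random exchange of the malaria labels did not exclude chance for this median. With slide as a block the median was 0.27. Leaving out the same 2 sets of arrays moved it most, to 0.10. At dose 0 alone, tested after the data were seen, the median was 0.98 with 28 of 28 probes higher. There fry gave p = 0.000574 and camera with an estimated correlation p = 0.000243. At TNT 5, 10 and 20 the fry p was 0.236, 0.973 and 0.851. The study chose the list partly on these arrays, so the values at dose 0 do not exclude chance. It also drew on its assay of malaria and food limitation, which shared lizards with this one in corresponding treatments. That assay had no TNT, so only undosed lizards can be shared, and the choice of the list favours dose 0. Averaged over the doses, all 12 targets were higher by their brightest probe. Interferon-gamma-inducible p47 GTPase at 0.06 and ICOS at 0.22 had large errors, of 0.693 and 0.366, and ICOS was not well above background on any array of 2 groups. The first of these reversed to -0.30 with slide as a block. Of the 12 targets, 6 had an adjusted p of 0.05 or less when adjusted over the list alone and 0 over all probes by limma. LAT2, a linker for activation of T-cells (contigs-32982), changed by 0.87 ± 0.196 (adjusted p 0.949, higher in 21 of 23 infected arrays), and CD8A by 1.04 ± 0.274 (adjusted p 1, higher in 19 of 23). CD74 changed by 0.62 ± 0.248 (adjusted p 1, higher in 19 of 23 arrays).

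The same immune list was set against TNT 20, since both stressors had been linked to the immune system by the study. Its median change was 0.10 and its mean 0.07, with 16 of 28 probes higher, and camera with a preset correlation gave p = 0.125, with an estimated correlation 0.589, and fry 0.454. The median was 0.12 with slide as a block. Leaving out 1 array gave -0.06 without Non-Infected-20 replicate 1 to 0.27 without Non-Infected-20 replicate 6. The preset test passed in 6 of these 45 fits, and the median turned negative in 3. Of the 12 targets, 7 were higher, 3 passed when adjusted over the list alone and 2 over all probes. Glutathione peroxidase 1 was higher by 1.14 ± 0.264 (adjusted p 0.0362, 12 of 12 arrays), and MR1, a major histocompatibility complex class I-related protein, was lower in 11 of 12 arrays (adjusted p 0.0367), by -0.83 in non-infected and -1.17 in infected lizards. With slide as a block neither passed (adjusted p 0.267 and 0.215). The list was also tested within each infection state, after the data were seen. Its median was 0.77 in non-infected lizards, with 25 of 28 probes higher (fry p = 0.0249, camera with an estimated correlation p = 0.0713). In infected lizards it was -0.58, with 19 of 28 lower (fry p = 0.21, camera with an estimated correlation p = 0.178). The averaged median therefore joins opposite directions.

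The third question was whether the response to 1 stressor depended on the other. For the interaction of TNT and malaria limma passed 0 probes, with a smallest adjusted p of 0.979, 1242 probes at an unadjusted p under 0.05 and 0 by the plain fit. It passed 0 with slide as a block, and 1 without Non-Infected-20 replicate 5. LAT2 and BLNK, which the study set under both stressors, were the targets of this comparison. LAT2 had a mean of 9.19 ± 0.754 (SD, n = 5), 9.44 ± 1.02 (n = 6), 9.56 ± 0.176 (n = 5) and 9.89 ± 0.711 (n = 6) at doses 0, 5, 10 and 20 in non-infected lizards. In infected lizards it was 10.80 ± 0.270 (n = 6), 10.41 ± 0.706 (n = 6), 10.50 ± 0.547 (n = 5) and 9.86 ± 0.647 (n = 6). Malaria changed LAT2 by 1.61 ± 0.396 (SE) at dose 0 and by -0.02 ± 0.378 at TNT 20. TNT 20 changed it by 0.70 ± 0.396 in non-infected and by -0.94 ± 0.378 in infected lizards. The interaction of LAT2 had an adjusted p of 0.979 over all probes, of 0.398 over the 31 named targets and of 0.0769 when adjusted over the list alone, which is this pair, and 0.0385 unadjusted by limma. An interaction over the doses was therefore not shown at the threshold by the adjusted values. This F test joins all doses, so it does not test the opposite changes of LAT2 at TNT 20 alone. For the interaction at TNT 20 alone, the smallest adjusted p by limma was 0.590 over all probes, so LAT2 did not pass there. That contrast was not adjusted over the named targets or the pair, so a difference of LAT2 at TNT 20 stays open.

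BLNK, a B-cell linker protein (contigs-41662), had a mean of 5.80 ± 0.162 (SD, n = 5), 6.01 ± 0.398 (n = 6), 6.40 ± 0.504 (n = 5) and 6.45 ± 0.761 (n = 6) at doses 0, 5, 10 and 20 in non-infected lizards, and of 6.28 ± 0.609 (n = 6), 6.53 ± 0.555 (n = 6), 6.23 ± 0.521 (n = 5) and 6.35 ± 0.360 (n = 6) in infected ones. The probe was well above background on 38 arrays. TNT 20 changed it by 0.36 ± 0.218 (SE, adjusted p 0.519, higher in 7 of 12 arrays), and malaria by 0.18 ± 0.156. The 2 probes of another contig with the same description gave 0.81 ± 0.186 (adjusted p 0.036, and 0.178 with slide as a block, higher in 12 of 12 arrays) and 0.62 ± 0.231 (adjusted p 0.2, higher in 10 of 12 arrays) under TNT 20.

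The profiles over probes were also compared. Across 29388 probes, the changes at TNT 20 in non-infected and in infected lizards correlated with r = 0.192, where 99 random exchanges of arrays gave -0.597 to 0.514 and a permutation p of 0.32. The 75th percentile normalization moved this r most, to 0.00756, and slide as a block gave 0.102. The changes under malaria at dose 0 and at TNT 20 correlated with r = -0.0355, with a permutation p of 0.91, and with r = -0.168 with slide as a block. Without Non-Infected-0 replicate 5 this r was 0.126. These correlations run across probes, which are not independent replicates.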

Values the study reported

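The study reported a largest fold change of 252 for chitotriosidase, seen in lizards on the top dose of TNT under any feeding or infection state. Of the transcripts called in its repeated trials, the study reported that 25% were shared between the trials for TNT and 62% for malaria infection. The study also states that its malaria assays used the same lizards for corresponding treatments. The value for malaria therefore does not come from separate animals throughout. For the assay with TNT and malaria, it reported that quantitative PCR bore out 75% of the transcripts called on the arrays, with an R2 of 0.60 between the methods.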

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

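The test of the immune list's interaction and the tests of the position on the slide were chosen after the result was seen. Of 88 groups of values searched for an array far from the others of its group, 7 had such an array by Dixon's criterion, where chance gives 4.4, about 1 in 20.

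In 3 groups an array stood apart by the 75th percentile of its signal. The gap to the nearest array was 0.684 of the range of the group for Infected-0 replicate 5, 0.709 for Non-Infected-5 replicate 6 and 0.823 for Non-Infected-20 replicate 5. Together with Infected-20 replicate 4, these arrays fill the second row of slide 5. Their lowest 75th percentile was 1717 and the highest of the other 41 arrays 1561, which 1 of the 148995 choices of 4 arrays gives (exact test, p = 6.71e-06). This p restates the brightness that had singled out 3 of the arrays, so it is no evidence for the position. The 4 arrays come from 4 groups, which argues against the treatments. A cause shared by that position, such as the hybridization, stays open, and no biological explanation was tested.

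Apolipoprotein A-I lay at 17.51 on Infected-5 replicate 1, and the nearest array of the group at 17.11, a gap of 0.804 of the range. The 2 copies of the probe differed by 0.46 on that array. The other probe of the contig also placed that array highest, 0.28 above the mean of the others, which argues against a defect of 1 spot and a fault of 1 probe. The mean correlation of the array with the others of its group was 0.947, inside their range of 0.911 to 0.956, which argues against a deviation of the whole array. A difference between individual lizards stays open and was not tested.

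BLNK lay at 5.30 on Infected-10 replicate 5, and the nearest array at 6.39, a gap of 0.881 of the range. The 2 copies differed by 1.32 there, and the other probe of the contig placed the array 0.17 above the mean of the others, so a defect of a spot or a fault of the probe may explain the low value. The array itself correlated with its group at 0.944, inside the range of 0.879 to 0.945, which argues against a deviation of the whole array.

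The probe CUST_33578_PI425224029 for the target similar to Nck-associated protein 5 lay at 7.27 on Non-Infected-10 replicate 3, and the nearest array at 10.51, a gap of 0.825 of the range. The copies differed by 1.38, but the other probe of the contig also placed the same array far below the mean of the others (a distance of -4.71), so neither 1 spot nor 1 probe accounts for it. The mean correlation of the array, 0.931, was inside the range of its group (0.890 to 0.939), which argues against a deviation of the whole array. This probe is 1 of the 4 that passed at TNT 20 in non-infected lizards. A difference between lizards stays open and was not tested.

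The probe CUST_31565_PI425224029 for the target similar to KIAA0351 lay at 7.72 on Non-Infected-20 replicate 4, and the nearest array at 8.63, a gap of 0.734 of the range. The copies differed by 0.27 and the other probe of the contig moved with it (-0.54 from the mean of the others), which argues against 1 spot or 1 probe. The array had the lowest mean correlation of its group, 0.885, so a deviation of the whole array may contribute. Without it, 2 probes passed at TNT 20 in non-infected lizards. A difference between lizards was not tested.

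The malaria immune list moved under malaria at dose 0 and not at TNT 20. The median change of its 28 probes under malaria was 0.98 at dose 0 (28 of 28 higher), 0.21 at TNT 5, -0.10 at TNT 10 and 0.10 at TNT 20. The median interaction at TNT 20 was -0.95, with 26 of 28 probes lower (fry p = 0.0142, camera with an estimated correlation p = 0.0103). In non-infected lizards TNT 20 changed the list by a median of 0.77, and in infected lizards by -0.58. The median interaction was -0.91 with slide as a block, which argues against a difference between slides as the whole cause. Of the 100 splits of the infected and non-infected arrays within each dose, 3 gave a median as large. The study chose the list partly on these arrays, so neither this count nor the fry p excludes chance. Leaving out 1 of the 23 arrays at dose 0 or TNT 20 gave -1.18 to -0.77. The other arrays are not in this contrast and cannot move the median. A candidate explanation is that TNT changed the response to malaria. It stays open, since it was noticed and tested on the same arrays and no single probe passed for the interaction. A different share of blood or immune cells in the liver samples was not tested.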

How the results depend on the processing

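The settings with the row of the slide as a block, with sets of arrays left out or blocked, and all settings of the averaged TNT 20 contrast were chosen after seeing the data; the others were planned. Where no cause is named below, the cause was not tested.

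The malaria counts, averaged and at each dose, and the counts at TNT 5 and TNT 10 in either infection state were 0 under all 19 settings. The TNT-raised list had a median of 0.43 to 0.69, the TNT-lowered list of -0.48 to -0.37 and the immune list under malaria of 0.10 to 0.27 over 17 settings each, all on the same side of the threshold. The TNT profile correlation ranged from 0.00756 to 0.348 over 15 settings and did not pass under any.

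The TNT main effect passed 5 probes with the 75th percentile normalization and 5 with the series table, and under both the other counts changed by less than 1.5 times. With normexp it passed 12, non-infected TNT 20 passed 54 (22 higher and 32 lower, against 0 and 4) and the averaged contrast 246. On the probes well above background on all arrays, where fewer probes are tested, the 3 counts were 17, 118 and 350. With array weights they were 108, 692 and 910, and the immune list at TNT 20 passed with a median of 0.28. With 1 value per target the TNT main effect passed 1 and non-infected TNT 20 passed 22, with trend and robust variances 10 and 69, and with the plain fit 3 and 52. When only the 2 groups compared were fitted, which leaves fewer arrays for the spread, TNT 20 passed 0 in non-infected and 1 in infected lizards.

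With slide as a block, non-infected TNT 20 passed 1 probe and the averaged contrast 0. EPB41L2 reversed to -0.10 and LAT2 to 0.0239 under TNT 20, and interferon-gamma-inducible p47 GTPase to -0.30 under malaria. With the row of the slide as a block, the TNT main effect passed 120 probes, non-infected TNT 20 passed 2 and the averaged contrast 29. There the immune list at TNT 20 passed with a median of 0.16, LAT2 reversed to 0.13 and p47 GTPase to -0.50.

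The replicate numbers do not pair the arrays. Deviations of same-numbered arrays correlated by a mean of 0.0258 against 0.000309 for others (150 pairs, 54 of them over 0.1, lowest -0.407, permutation p = 0.125). With the replicate block, the TNT main effect passed 2 probes and the averaged contrast 99, and the block changed no other call of a count, list or profile.

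Without the 6 arrays with the most probes above background, the TNT main effect passed 1 probe, non-infected TNT 20 passed 2 and the averaged contrast 25. The immune list at TNT 20 had a median of 0.31, and the malaria profile correlation reversed to 0.0780. Without the 4 arrays in the second row of slide 5, the counts were 17, 179 and 456, the interaction passed 1, and the immune list had 0.20. Without both sets, non-infected TNT 20 passed 19, the immune list had 0.44 and the malaria profile 0.135. With the 3 kinds of array as a block, non-infected TNT 20 passed 16 and the averaged contrast 262, and the list and the profile had 0.19 and 0.110. The list under TNT 20 passed the threshold in each of the settings of this paragraph, and its camera p over all settings ranged from 5.76e-05 to 0.589.

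Under malaria, glutathione peroxidase 1 reversed to -0.0590 with array weights, -0.0197 without the 6 arrays, -0.0290 without the 4 and -0.16 without both. The p47 GTPase reversed to -0.00333 without the 4 arrays and -0.0878 without both, and ICOS to -0.11 without both. All 3 had a reported change smaller than its SE.

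Leaving out each array in turn gave 0 to 36 probes for the TNT main effect, 0 to 1 for the interaction, 1 to 130 for TNT 20 in non-infected and 0 to 3 in infected lizards, 0 to 1 for malaria at TNT 20 and 22 to 386 for the averaged contrast. The highest of these counts came without Non-Infected-20 replicate 1, Non-Infected-20 replicate 5, Non-Infected-20 replicate 3, Infected-0 replicate 4, Infected-20 replicate 1 and Non-Infected-20 replicate 1, in that order. The lowest of the third and sixth came without Non-Infected-0 replicate 5. The lists had 0.48 to 0.60, -0.50 to -0.37, 0.17 to 0.26 and -0.0610 to 0.27, and the profiles 0.0973 to 0.270 and -0.194 to 0.126. The p47 GTPase had -0.18 to 0.27 and glutathione peroxidase 1 had -0.00131 to 0.12 under malaria.

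Of 2103 values of the named targets over all settings, 1995 kept their direction and their side of the threshold, 55 passed it where the reported value did not, 25 no longer passed and 28 reversed. EGLN3 and cathepsin D, at an adjusted p of 0.055 as reported, ranged from 0.0059 to 0.281 and from 0.0104 to 0.251 over the settings with all or a set of arrays, and chitotriosidase from 0.00987 to 0.285. The proteasome alpha 5 subunit ranged from 0.0136 to 0.219, and no longer passed with slide, row of the slide or replicate number as a block, without the 6 arrays, or in 21 of the 45 fits without a single array (0.0223 to 0.112). The signal over background limits ICOS, BLNK and p47 GTPase most, which were well above background on 11, 38 and 32 arrays.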

Other observations

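The counts of splits for the TNT results, the array weights and the profiles, and the tests of the background, of the position on the slide and of the difference between infection states for the 4 lowered probes, were chosen after their results were seen. Splits exchanged the doses within each infection state, or the infection states within each dose, and each set of 100 splits includes the real one.

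For TNT 20 in non-infected lizards, 4 of 100 splits passed as many probes as the real one, which excludes chance at that level if slides are ignored, and 6 of 100 had as many probes at an unadjusted p under 0.05, which does not. The splits exchanged arrays across slides, while arrays of a slide deviate together and these groups lay in part on different slides. The count was 1 with slide as a block, so an effect of slides is not excluded. It was 0 when only the 2 groups compared were fitted, but that fit has fewer arrays for the spread and does not bear on slides. With array weights 3 of 100 splits passed as many as the 692 of the real one, although random splits reached 3312. For the averaged TNT 20 contrast the numbers were 1 of 100 for passing probes, 5 of 100 at the unadjusted level and 2 of 100 with array weights. No probe of this contrast passed with slide as a block, so a part of the result may come from slides. For the TNT main effect, 14 of 100 splits had as many unadjusted probes and 8 of 100 as many passing probes with array weights, so chance was not excluded. A count of 0 passing probes is reached by 100 of 100 splits, which holds for the TNT main effect, for TNT 5 and 10 in both infection states, for TNT 20 in infected lizards, for malaria averaged and at each dose, and for the interaction.

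At the unadjusted level chance was not excluded for any other count either. As many probes were found in 25 of 100 splits for TNT 5 and 67 for TNT 10 in non-infected lizards, and in 52, 60 and 26 for TNT 5, 10 and 20 in infected ones. The numbers were 83 for malaria averaged over dose, 51, 22, 72 and 40 for malaria at doses 0, 5, 10 and 20, and 46 for the interaction. The TNT-raised list had a median as large in 1 of 100 splits and the TNT-lowered list in 2. The study chose both lists for these directions partly on the same arrays, so these counts do not exclude chance. The immune list had one as large in 18 of 100 splits under malaria and in 64 under TNT 20, and the profile correlations in 32 for TNT and 91 for malaria, so chance was not excluded for these.

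Chitotriosidase rose 6.02-fold at TNT 20 by its brighter probe and 28.1-fold by the other, both averaged over infection. As computed, both are lower than the value quoted from the study above, but at dose 0 these probes were well above background on only 8 of 11 and 4 of 11 arrays, and the quoted value is the largest over another assay as well, so the folds cannot be ranked against it.

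Several probes that passed in the averaged TNT 20 contrast were for antioxidant and pentose phosphate enzymes. The 24 probes of 11 such descriptions whose values had been seen had a median change of 1.26, all higher. As a hypothesis, TNT may raise this class of enzymes as a response to oxidative stress. It was tested on 81 further probes of 37 descriptions of the class, listed before their values were seen. Their median change was 0.05, with 48 higher (fry over n = 45 arrays in the fit, p = 0.0935), and 44 of 100 splits gave a median as large. The fry p was 0.0975 with slide as a block and 0.0569 without the 6 arrays with the most probes above background. The class as a whole was therefore not shown to rise, and these tests leave open whether slides or those arrays hide or produce a change.

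The 4 probes lowered at TNT 20 in non-infected lizards changed less in infected ones. Probes chosen as the most extreme in 1 comparison are likely to change less in another. The 100 probes ranked first in infected lizards kept a median share of 0.420 of their change in non-infected ones (87 with the same sign), and the 100 ranked first in non-infected lizards kept 0.244 in infected ones (90 with the same sign). The loss in both directions is consistent with selection. The interaction at TNT 20 had a smallest adjusted p of 0.590 over all probes, and a difference between the infection states stays open.

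The number of probes well above background differed between arrays. It correlated over the 45 arrays with the net signal of the negative-control spots, with Pearson r = 0.475 (permutation p = 0.00105, 0.00315 adjusted over 3 relations) and Spearman rho = 0.345 (permutation p = 0.0217). Without the 2 arrays farthest from the median, r was 0.445 (permutation p = 0.00265). Within slides 2, 3, 4, 5 and 7 it was -0.494, 0.739, 0.760, 0.204 and 0.937, so the relation did not hold on slide 2. The other slides held too few arrays. A nonspecific background signal that lifts dim probes is a candidate explanation. Groups held a share of 0.142 of the variance in this number (permutation p = 0.540) and slides 0.228 (permutation p = 0.110), so neither was shown to matter and neither is excluded.

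Arrays in the same row of a slide deviated from their group means together. Their deviations correlated by a mean of 0.227 over 55 pairs, against 0.125 between the rows of a slide and -0.0216 between slides. The difference between the first 2 values was 0.102 (permutation p = 0.0081). Without the 4 bright arrays of slide 5, whose own mean was 0.455, the values were 0.199 and 0.164, so most of the difference rests on those arrays. A shared hybridization position is a candidate explanation, and the slides share a larger part than the rows.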
